A study of Mus musculus with 24 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

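DNA 5-methylcytosine (5mC) was measured in mouse embryonic stem (mES) cells by methylated DNA immunoprecipitation followed by sequencing (MeDIP-seq), in which an antibody against 5mC pulls down fragments of methylated DNA. The 24 samples fell into 8 groups of 3, named from their labels. There were 18 immunoprecipitated (IP) libraries and 6 input libraries, which are sequenced without the antibody. The IP groups were WT and Tet2-KO cells, each transfected with a control siRNA (siNC) or with siRNA against Nsun2 (siNsun2), and WT and Pspc1-KO cells without siRNA. Input libraries were analysed for the Pspc1-KO experiment and its WT samples.

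The authors trimmed the reads, aligned them to the mouse genome (mm10) with bowtie2, which reports a single best position for a read that matches several, and removed duplicates with Picard. They then compared groups with the R package MEDIPS in windows of 100 bp, with edgeR as the test, at least 10 reads per window summed over the samples, no copy-number correction and Bonferroni adjustment. The deposited tables, 1 for each of 4 comparisons, held only windows whose adjusted p-value was under 0.1, so the genome-wide test was not rerun here. The deposited counts were raw read numbers per window and library. The RPKM values were computed by the authors as reads per window, scaled to the length of the window and to the size of the library, and rounded. The relative methylation score, a fraction from 0 to 1 that MEDIPS corrects for CpG density, was computed by the authors for each IP library and was used here only to check directions. The log2 fold change and the p-value of each window were the authors' edgeR results, with the KO or siNsun2 group over its control. The CpG coupling factor of a window, also from MEDIPS, equalled the number of CpG sites counted in the reference window for 100% of the windows compared. All 24 samples had columns in the tables, and no column of another sample was present.

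Library totals were recovered from the ratio of count to RPKM, and the number of windows tested from the ratio of adjusted to unadjusted p-value. The direction of a window was the sign of its log2 fold change, computed from group means of RPKM with a pseudocount of 0.1. Windows higher in the KO or siNsun2 group were called hypermethylated and windows lower in it hypomethylated, which refers to the MeDIP signal and not to a measured methylation level. Neighbouring windows of the same direction were merged into regions without a gap. The median log2 fold changes describe windows selected for differing on the same libraries, so their size is inflated by that selection. Each of the 3 KO or siNsun2 replicates was also compared with the mean of its control group, which leaves out the spread of the controls. An SD of such medians, where given, was taken over these 3 comparisons and is not centred on the printed median.

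The listed windows were refitted with edgeR's quasi-likelihood test on the deposited counts, with group as the only term, the recovered totals as library sizes and Benjamini-Hochberg adjustment over the listed windows at 0.05. This refit tests a selected list on the libraries it was selected from and is not independent evidence. The procedure was tested on simulated data of 14111 windows of which 200 were changed 4-fold. The quasi-likelihood test called 186 of the 200 changed windows (93%) with 14 false calls. The exact test called 183 with 10 false calls, and DESeq2 called 151 with 0 false calls. Counts of 3 or fewer were treated as the floor, and a fold change against a group whose libraries were all at the floor was computed against it as a bound. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

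Replicates were compared by a chi-square test of their counts over listed windows with at least 20 reads. A pair of replicates that differed by less than sampling noise, while another pair of the same group differed, was averaged and counted as 1 sample in each mean ± SD, giving n = 2. The list of each group with the most windows decided this. The replicate numbers of the labels were checked for pairing by correlating the deviations of same-numbered libraries from their group means. For siNsun2 in WT the correlations were 0.85, 0.34 and 0.58 for replicates 1, 2 and 3 over 31 windows, which is above the limit set for pairing. Among replicates 2 and 3, libraries with different numbers correlated as strongly, at 0.66 and 0.33. Pairs of replicate 1 with another number did not, at -0.39, -0.74, -0.75 and -0.68. Correlations of same-numbered libraries were 0.17, 0.04 and 0.04 for Tet2 KO and 0.23, 0.17 and 0.07 for siNsun2 in Tet2 KO. For Pspc1 KO they were 0.05, -0.14 and -0.15. The labels do not say what a number marks.

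Coordinates are 1-based on mm10, as deposited. The reference used was the GRCm38 assembly, the same build, with GENCODE gene annotation. Of 14618 distinct windows, 14512 lay on sequences named in that reference, 106 lay on other contigs, which were not annotated here, and 0 reached past the end of a sequence. The 32 bases at the middle of each window were counted over the 66 sequences of the reference on both strands, and that count is called the number of reference copies. The genome mean of input depth was not measured. It was set at 0.3669 RPKM, as if reads were spread evenly over the genome and each fell in 1 window. Reads counted in several windows would raise the true mean and lower the multiples given. Repeat content was the share of soft-masked bases, with at least 50% as the limit. A region was assigned by its midpoint to within 1 kb of a transcription start, an exon, an intron or none of these.

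Hyper- and hypomethylated regions were compared where a list had at least 10 regions in each direction. CpG number was compared by a two-sided permutation test of the difference in medians with 100000 resamples. Repeat content and gene annotation were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the annotation classes. Direction by chromosome was compared by a chi-square statistic with 100000 permutations. Regions are not biological replicates, so these p-values describe the lists. Overlaps between lists that share control libraries were set beside 30 simulated draws of an unchanged second group measured against those controls, for their direction. Input was tested with edgeR's quasi-likelihood test at the windows of the Pspc1 list, and the difference between the IP and input changes with an interaction term in the same model.

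At most 3 hypermethylated and 3 hypomethylated regions per comparison were named, namely those with the smallest adjusted p-value in the authors' deposited table among regions whose replicates did not overlap between groups, with ties broken by the larger log2 fold change. The genes Tet2, Pspc1 and Nsun2 were looked up in every list. The values given for a region are those of its window with the smallest adjusted p-value. These rules, the tests and the alternatives to them were set before the data were examined. Those alternatives covered the adjusted p-value, merging, the pseudocount, a minimum of 30 reads, library scaling, DESeq2 and the edgeR exact test, a replicate block, leaving out each replicate, the repeat limit and the distance to a transcription start. Restriction to single-copy windows, removal of chromosome Y or of mitochondrial regions, averaging of near-identical replicates and bounds at the floor were added after the data were seen.

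The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.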

Results

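DNA 5mC was profiled by MeDIP-seq in mES cells, the pluripotent cells of the early mouse embryo, to ask how the loss of TET2, of its partner PSPC1 or of the RNA methyltransferase NSUN2 changed DNA methylation. TET2 oxidizes 5-methylcytosine in DNA and RNA, PSPC1 is an RNA-binding protein of paraspeckles, and NSUN2 installs m5C on RNA. The data comprised 24 samples in 8 groups of 3, of which 18 were IP libraries and 6 were input libraries. Knockout of Tet2 was compared with WT after transfection of both with siNC. The siNsun2 treatment was compared with siNC in WT and in Tet2-KO cells, and Pspc1 KO was compared with its own WT samples.

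Depth differed between the groups. The IP libraries held from 8.92 to 39.8 M reads and the input libraries from 10.5 to 14.8 M. WT siNC libraries held from 11.5 to 15.4 M reads, and Tet2-KO siNC libraries from 8.92 to 14.2 M. WT siNsun2 libraries held from 10.6 to 14.5 M and Tet2-KO siNsun2 libraries from 11.1 to 14.0 M. In the Pspc1 experiment the KO IP libraries held from 21.8 to 23.9 M reads and the WT IP libraries from 20.4 to 39.8 M, with replicate 3 of WT the deepest. A window was therefore covered more deeply in the Pspc1 comparison than in the others.

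Replicates 2 and 3 of Tet2-KO siNC differed by less than sampling noise at the listed windows (chi-square per degree of freedom 0.958), whereas replicates 1 and 2 differed by more (1.44). The same held for replicates 2 and 3 of WT siNC (0.953, against 1.35 for replicates 1 and 2), for replicates 2 and 3 of WT siNsun2 (0.458, against 2.04 for replicates 1 and 2) and for replicates 1 and 2 of the WT IP libraries of the Pspc1 experiment (0.940, against 3.14 for replicates 1 and 3). The values for siNC are from the Tet2 KO list. At the 31 windows listed for siNsun2 in WT, replicates 2 and 3 of WT siNC were not the closest pair (1.28, against 1.19 for replicates 1 and 2 and 1.80 for replicates 1 and 3). In the list for siNsun2 in Tet2 KO no pair of Tet2-KO siNC differed beyond sampling noise. The values were 0.993 for replicates 1 and 2, 0.811 for 1 and 3, and 0.751 for 2 and 3. Nor did any pair of Tet2-KO siNsun2 (0.826, 0.830 and 0.806), so that group kept n = 3. A pair was counted as 1 sample in every comparison if it differed by less than sampling noise in the longest list of its group. Another pair of that group also had to differ by more. Means of such groups carry n = 2. Their SD leaves out the spread within the averaged pair and can be far smaller than the spread of the 3 libraries. At the Uxs1 window named below, for example, the 3 WT siNC libraries held 338, 322 and 353 RPKM, although the SD was 0.51.

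The targeted genes were examined first. At Tet2 (chromosome 3, from 133463679 to 133545139, minus strand), 5 exonic windows from 133487401 to 133487900 were listed as lower in Tet2 KO. The 3 Tet2-KO siNC libraries had 0 reads at these windows, whereas the WT siNC libraries had 62, 83 and 78 reads over the 5 windows, with 8 to 22 reads per window. The signal was at least 2.90-fold lower in each window, where the depth set the bound. No window of Tet2 was listed in the other comparisons. Listed windows overlapping Pspc1 (chromosome 14) or Nsun2 (chromosome 13) numbered 0 in all 4 lists, so these files give no check of the Pspc1-KO or siNsun2 labels. Only windows that passed the authors' threshold were available, and an unlisted window was either unchanged or not detectably changed at this depth.

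The comparison of Tet2 KO with WT asked where loss of TET2 raised or lowered DNA 5mC. Of 4252847 windows tested, 14279 (0.336%) were listed, 2414 as hypermethylated and 11865 as hypomethylated, so that 83.1% were lower in Tet2 KO. They merged into 900 hypermethylated and 3982 hypomethylated regions, and the longest of these spanned 3000 and 4800 bp. All KO libraries lay on one side of all WT libraries at 100% of the listed windows, where 10% would do so by chance for unselected windows. Restricting the list to windows with 1 reference copy left 977 hypermethylated and 2887 hypomethylated windows.

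The median log2 fold change was 2.25 over hypermethylated windows and -2.94 over hypomethylated windows. Each Tet2-KO library compared with the WT mean gave medians of 2.23, 2.25 and 2.23 for hypermethylated windows and of -3.09, -3.08 and -3.05 for hypomethylated windows. One group was at the floor of 3 reads at 690 hypermethylated and 5163 hypomethylated windows. With these at their bound the medians were 2.06 and -2.26. Single-copy windows had a median of 3.07 in the hypermethylated list, the largest shift of that value. The edgeR quasi-likelihood refit called all 2414 and 11865 windows at an adjusted p-value under 0.05, with a biological coefficient of variation of 0.0398.

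The 3 hypermethylated regions with the smallest adjusted p-values lay outside annotated genes. On chromosome 1 from 14051401 to 14052100, the signal rose from 17.8 ± 1.88 RPKM (SD, n = 2) in WT to 164 ± 12.3 RPKM (SD, n = 2) in Tet2 KO, a log2 fold change of 3.27. On chromosome 11 from 37482201 to 37482900, it rose from 4.93 ± 0.83 to 116 ± 10.5 RPKM (SD, n = 2 each), a log2 fold change of 4.51. On chromosome 9 from 123350901 to 123351500, it rose from 25.6 ± 6.82 to 165 ± 3.00 RPKM (SD, n = 2 each), a log2 fold change of 2.60. The middle sequence of these windows had 10, 7 and 30 reference copies, so reads could not be assigned to these positions alone. In the authors' deposited table the adjusted p-values of the 3 windows were 2.51e-101, 7.95e-94 and 7.15e-86.

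Among the hypomethylated regions, an intron of Uxs1 on chromosome 1 from 43777601 to 43779000 fell from 338 ± 0.51 RPKM in WT to 1.30 ± 1.33 RPKM in Tet2 KO (SD, n = 2 each). All KO libraries were at the floor there, and the signal was at least 133-fold lower. An intergenic region on chromosome 15 from 37202801 to 37203500 fell from 1260 ± 106 to 17.5 ± 5.76 RPKM (SD, n = 2 each), a log2 fold change of -6.02. An intergenic region on chromosome 10 from 3111401 to 3114400, fully soft-masked as repeat, fell from 180 ± 8.83 to 2.21 ± 1.63 RPKM (SD, n = 2 each) and was at least 70.2-fold lower. These windows had 15, 3 and 92 reference copies. In each of the 6 named regions the difference was larger than the spread between replicates. This follows from the naming rule, which took only regions whose replicates did not overlap between groups.

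**Figure D1:**
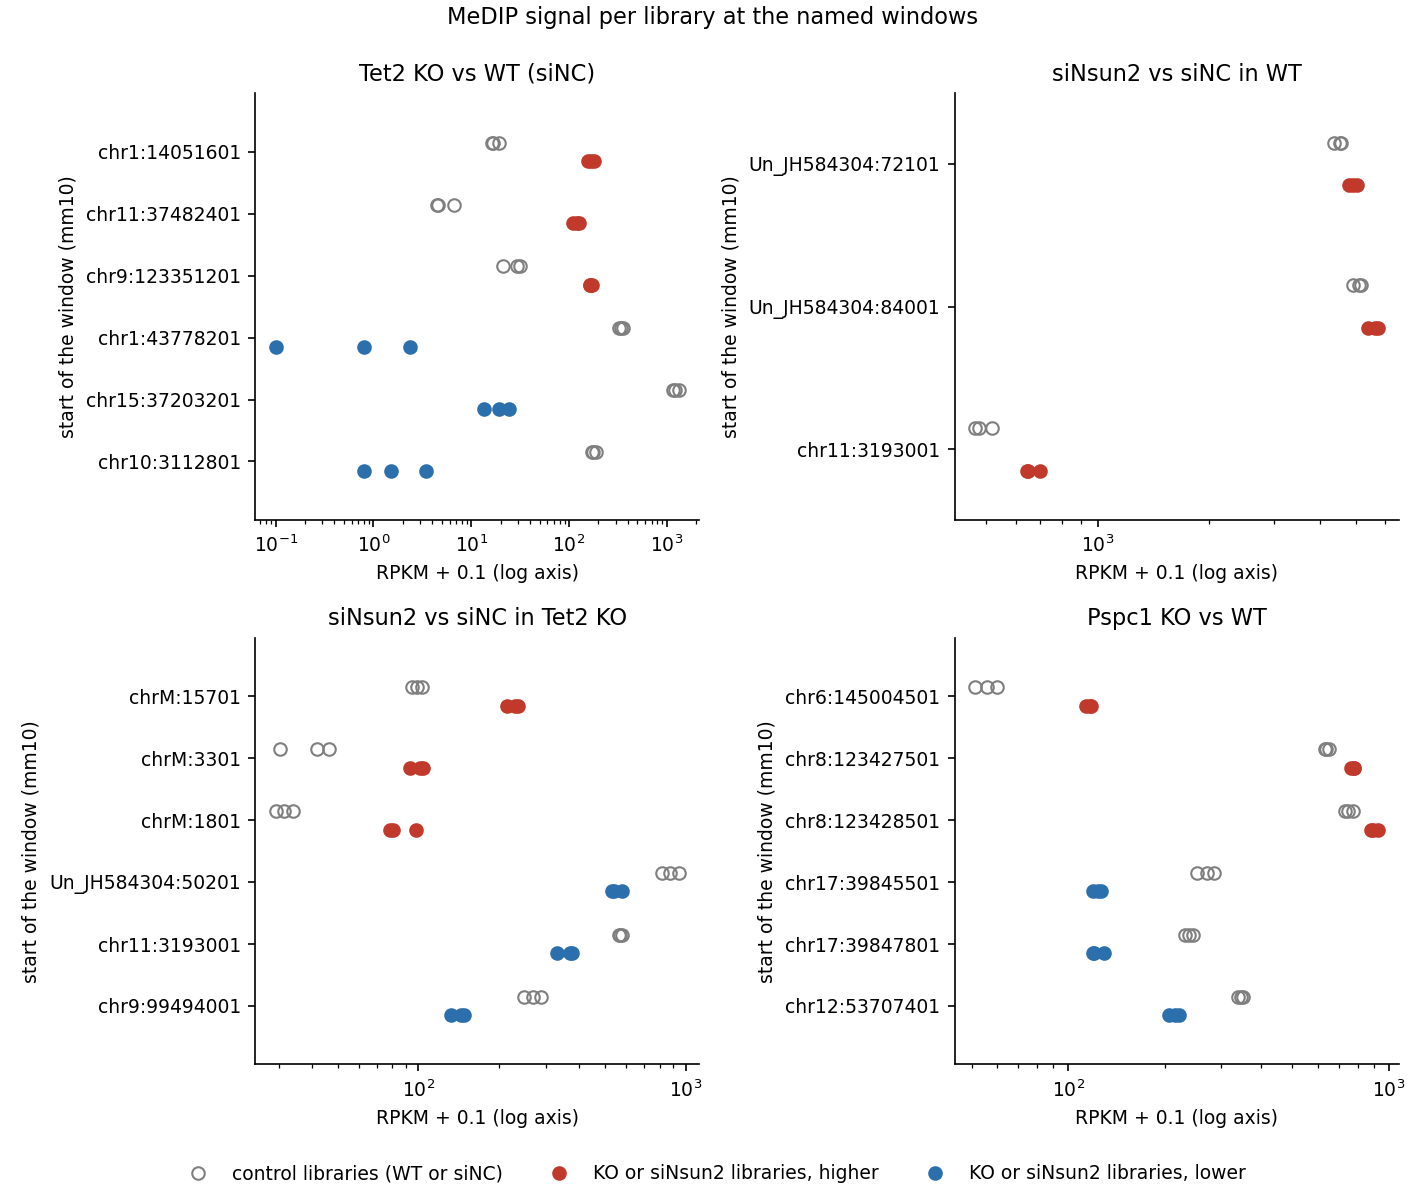
MeDIP signal of each library at the window with the smallest adjusted p-value in each named region, in RPKM + 0.1 on a log axis, for the 4 comparisons. Open circles are the 3 control libraries and filled circles the 3 KO or siNsun2 libraries. The groups do not overlap at any window shown, which the naming rule required.

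Listed windows were spread unevenly over chromosomes. The direction of the 4882 regions differed between the 28 sequences (chi-square 989, permutation p = 1e-05, the smallest that 100000 permutations can give), and it still differed without chromosome Y (chi-square 684, p = 1e-05). Chromosome Y held 2504 listed windows, 2500 of them hypomethylated, which was 21.1% of all hypomethylated windows. That is 27.2 hypomethylated windows per Mb, compared with 3.74 per Mb on the autosomes. Chromosome 1 held 1880 hypomethylated and 113 hypermethylated windows, and chromosome X held 149 and 35. Without chromosome Y, 79.5% of listed windows were hypomethylated and their median log2 fold change was -2.59.

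**Figure D2:**
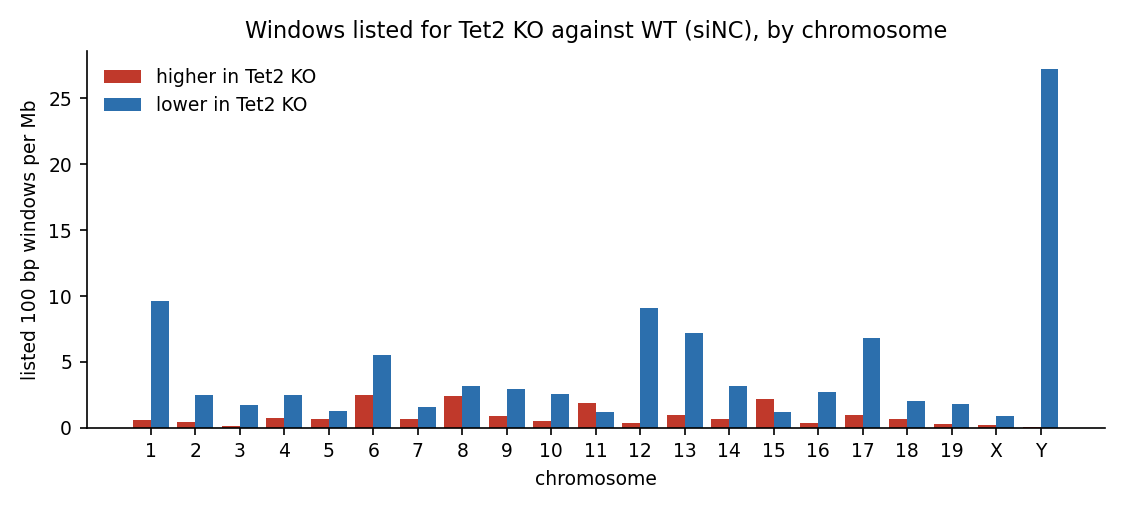
Listed windows per Mb of each chromosome in Tet2 KO compared with WT, both with siNC, with hypermethylated and hypomethylated windows in separate colours. Chromosome Y reaches 27.2 hypomethylated windows per Mb, against 3.74 per Mb over the autosomes.

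The size of the change on chromosome Y also differed from that on the autosomes. Its hypomethylated windows had a median log2 fold change of -6.37, compared with -2.60 on the autosomes. No KO library had a read at 1718 of the 2500 windows (68.7%), compared with 8.68% of autosomal hypomethylated windows. Over the 135 hypomethylated windows of chromosome Y with 1 reference copy, pooled Tet2-KO reads, each divided by its library total, were 2.97% of the WT value, and the 3 KO libraries gave 2.84%, 2.66% and 3.4%. At the 2733 single-copy autosomal hypomethylated windows the value was 28.0%. It was 6.03% at the 1744 windows of chromosome Y whose middle sequence also occurred on other chromosomes and 2.11% at the 756 windows whose copies were on chromosome Y alone. No input libraries of the Tet2 experiment were analysed here, so its MeDIP changes have no control for DNA copy number.

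**Figure D3:**
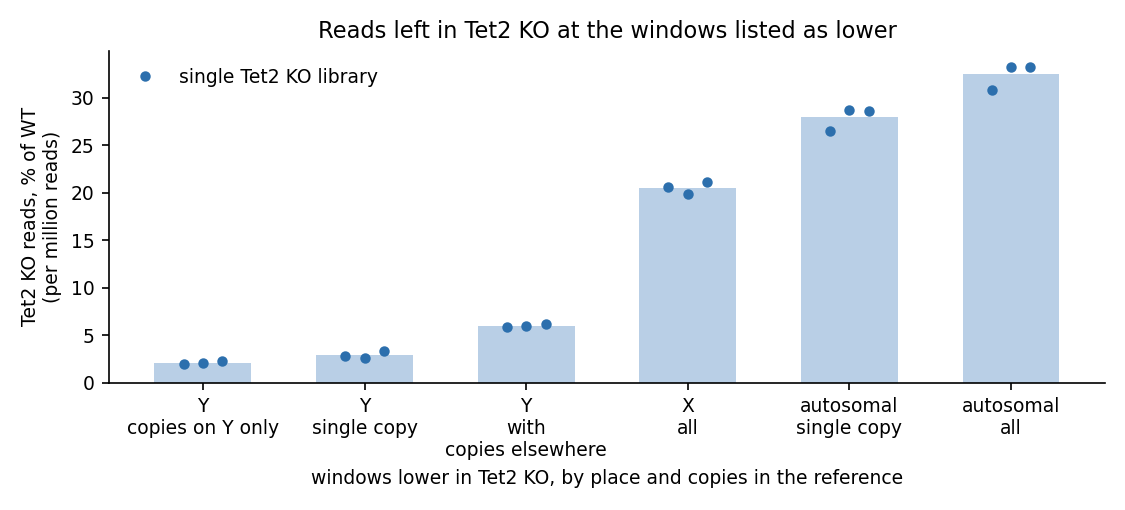
Tet2-KO reads as a percentage of WT reads, both relative to library size, at windows lower in Tet2 KO, grouped by chromosome and by copies in the reference, with bars for the pooled libraries and points for the 3 KO libraries. Single-copy windows of chromosome Y sit between 2.66% and 3.4%, below the 28.0% at single-copy autosomal windows.

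Sequence features differed between the directions. Hypermethylated regions had a median of 3 CpG sites per window and hypomethylated regions 4.5 (permutation p = 1e-05, the smallest possible). This difference depended on multi-copy sequence: among regions with a single-copy median it was 3 in both directions (394 and 895 regions, permutation p = 1). At least 50% of bases were soft-masked in 418 of 864 hypermethylated regions (48.4%) and in 3055 of 3977 hypomethylated regions (76.8%), an odds ratio of 0.283 (95% confidence interval 0.243 to 0.330, Fisher's exact p = 2.05e-58). Repeats were thus less frequent in hypermethylated regions, and the odds ratio was 0.407 among single-copy regions.

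Hypermethylated regions lay within 1 kb of a transcription start in 13.2% of cases and hypomethylated regions in 8.70% (odds ratio 1.60, adjusted Fisher's exact p = 8.88e-05). Exons (odds ratio 2.30, adjusted p = 1.65e-05) and introns (odds ratio 2.07, adjusted p = 2.76e-19) were also more frequent among hypermethylated regions, and regions outside genes were less frequent (41.9% and 64.9%, odds ratio 0.39, adjusted p = 1.10e-34). Among single-copy regions the odds ratios were 1.28 near transcription starts and 1.39 in exons, neither past the threshold (adjusted p = 0.173 for both), whereas introns (1.34, adjusted p = 0.0381) and regions outside genes (0.584, adjusted p = 0.000101) still differed.

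The next comparison asked whether depletion of NSUN2, which methylates RNA, altered DNA 5mC in WT cells. Of 4148675 windows tested, 31 were listed, all of them higher with siNsun2, and they merged into 18 regions. The median log2 fold change was 0.14, and the 3 siNsun2 libraries compared with the siNC mean gave 0.10, 0.16 and 0.17. Replicate 1 was the lowest of the 3. The windows were deeply covered, with a median of 18775 reads over the 6 libraries, and 19 of the 22 windows with a known copy number (86.4%) had more than 1 reference copy. The quasi-likelihood refit of edgeR called all 31 windows. Centring the libraries on the listed windows themselves moved this count most, to 2 with TMM factors. Leaving out 1 library gave from 28 to 31 windows. The authors' scaling differed from the recovered totals by a median log2 of 0.07 in this comparison, so that the median of the authors' deposited table was 0.22.

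The smallest adjusted p-values were on an unplaced contig that was not annotated here. At its positions 72101 to 72200 the signal was 4449 ± 143 RPKM with siNC and 4869 ± 130 RPKM with siNsun2 (SD, n = 2 each), a log2 fold change of 0.13. From 83901 to 84100 it was 5013 ± 167 and 5538 ± 204 RPKM (SD, n = 2 each), a log2 fold change of 0.15. The third region was on chromosome 11 from 3193001 to 3193200, in introns of the overlapping genes Sfi1 and Drg1. There the signal was 495 ± 32.6 RPKM with siNC and 672 ± 36.6 RPKM with siNsun2 (SD, n = 2 each), a log2 fold change of 0.45. Its windows had 1 reference copy, but WT input libraries of the Pspc1 experiment covered them at 48.8 and 83.6 times the genome mean. The adjusted p-values of edgeR's quasi-likelihood refit were 0.00121, 0.000443 and 1.65e-22.

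In Tet2-KO cells the siNsun2 treatment gave 244 listed windows of 4359686 tested, 79 hypermethylated in 29 regions and 165 hypomethylated in 88 regions. The median log2 fold change was 1.06 for hypermethylated windows and -0.79 for hypomethylated windows. The 3 siNsun2 libraries compared with the siNC mean gave 1.02, 1.02 and 1.05, and -0.78, -0.77 and -0.79. The authors' scaling shifted all windows of this comparison by a median log2 of 0.14 relative to the recovered totals. It moved the medians of 1.06 and -0.79 to 1.19 and -0.64 in the authors' deposited table. Relative to that shift both directions remained. All 79 and 165 windows passed the edgeR refit. DESeq2 with its own size factors, which centre on the listed windows, moved the hypomethylated count most, to 17. Whether the siNsun2 effect differed between WT and Tet2 KO was tested only at the windows in both lists.

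The hypermethylated windows were mainly mitochondrial. All 58 listed mitochondrial windows, of 163 in that genome, were higher with siNsun2, with log2 fold changes from 0.51 to 1.89 and a median of 1.05. These windows took 0.0319%, 0.0348% and 0.0347% of the reads of the 3 siNC libraries and 0.0620%, 0.0668% and 0.0646% of the reads of the 3 siNsun2 libraries. The named regions were at positions 15601 to 16100, with no annotated gene, 3301 to 3500 in mt-Nd1, and 1201 to 2200 in mt-Rnr2. Their signal rose from 99.9 ± 4.55 to 227 ± 11 RPKM, from 37.1 ± 9.65 to 99.1 ± 5.69 RPKM and from 31.4 ± 0.085 to 85.3 ± 10.9 RPKM (SD, n = 2 with siNC and n = 3 with siNsun2). A further 11 hypermethylated windows on chromosome 1 from 24612601 to 24614200 carried sequence of which 96.8% also occurs in the mitochondrial genome. Of the 79 hypermethylated windows, 10 lay elsewhere.

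**Figure D4:**
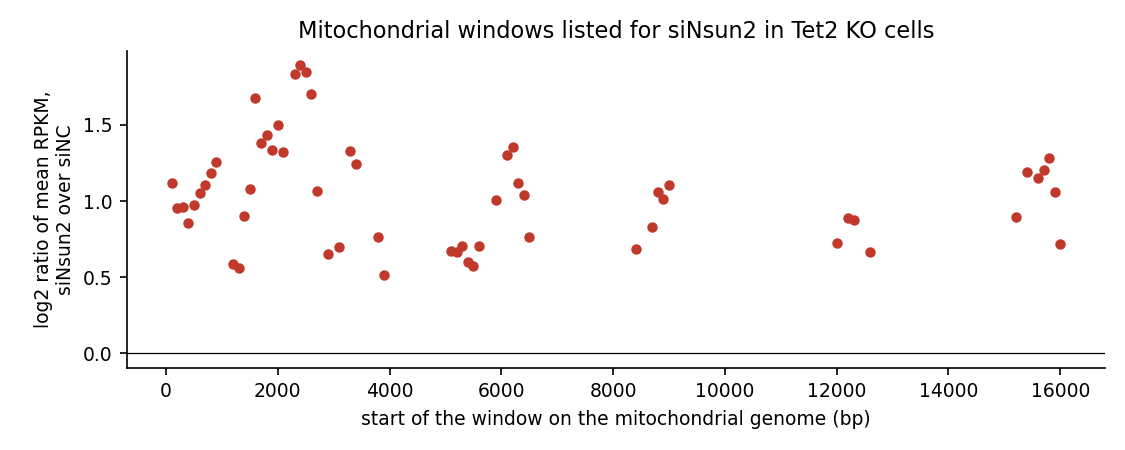
Log2 fold change of the 58 listed mitochondrial windows with siNsun2 compared with siNC in Tet2-KO cells, along the mitochondrial genome in bp. All lie above 0, between 0.51 and 1.89.

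The hypomethylated regions with the smallest adjusted p-values were at positions 50101 to 50300 of the unplaced contig, on chromosome 11 from 3192901 to 3193200, which is the Sfi1 and Drg1 region described above, and in an intron of Armc8 on chromosome 9 from 99493801 to 99494400. The signal fell from 894 ± 71.4 to 549 ± 24.8 RPKM, from 571 ± 6.75 to 358 ± 24.8 RPKM and from 268 ± 0.078 to 142 ± 8.10 RPKM (SD, n = 2 with siNC and n = 3 with siNsun2). The log2 fold changes were -0.68, -0.67 and -0.92. The Armc8 window had 5 reference copies. Its 3 siNC libraries held 268, 286 and 249 RPKM, so the SD of 0.078 there understates their spread.

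Hypermethylated regions of this comparison had a median of 2 CpG sites per window and hypomethylated regions 5 (permutation p = 2e-05), and among single-copy regions the medians were 2 and 5.5. Repeats made up 0 of 29 hypermethylated and 37 of 86 hypomethylated regions (Fisher's exact p = 1.78e-06). Only 1 of 30 hypomethylated single-copy regions was a repeat (Fisher's exact p = 1). Regions within 1 kb of a transcription start were more frequent among hypermethylated regions (82.8% and 14.0%, odds ratio 29.6, adjusted Fisher's exact p = 8.53e-11). The direction of regions differed between sequences (chi-square 77.5, permutation p = 1e-05, the smallest possible). These comparisons rest largely on mitochondrial sequence, which has 0% soft-masked bases in the reference, so that its regions could not count as repeats. Of the 29 hypermethylated regions 18 were mitochondrial and 5 were those on chromosome 1 that match the mitochondrial genome, and all of these lay near a start. Of the 6 others, too few for a test, 1 lay near a start, 4 in introns and 0 were repeats. After the data were seen, the tests were repeated without the mitochondrial genome, which leaves the regions on chromosome 1 in. The direction of regions then no longer differed between sequences (chi-square 24.4, permutation p = 0.232), and among 11 hypermethylated regions the median was 2 CpG sites (permutation p = 0.0034) and 0 were repeats (Fisher's exact p = 0.00588).

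Knockout of Pspc1 was compared with WT to ask whether loss of the TET2 partner changed DNA 5mC. Of 5378176 windows tested, 307 were listed, 58 hypermethylated in 30 regions and 249 hypomethylated in 79 regions, so that 81.1% were lower in Pspc1 KO. The median log2 fold change was 0.70 for hypermethylated windows and -0.66 for hypomethylated windows. The 3 KO libraries compared with the WT mean gave 0.73, 0.73 and 0.67, and -0.63, -0.64 and -0.64. All 58 and 249 windows passed the edgeR refit. Centring on the listed windows, which moves windows with small decreases above 0, gave 96 hypermethylated and 108 hypomethylated windows with TMM factors and 97 and 69 with the size factors of DESeq2. Without that centring 18.9% of the windows were hypermethylated.

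The hypermethylated regions with the smallest adjusted p-values were an exon of Bcat1 on chromosome 6 from 145004401 to 145004700 and 2 intronic regions on chromosome 8, from 123427301 to 123427700 and from 123428401 to 123428800, in the overlapping genes Gm20388 and Def8. The signal rose from 56.7 ± 4.65 to 116 ± 2.36 RPKM at Bcat1, a log2 fold change of 1.06. It rose from 642 ± 11.4 to 774 ± 9.33 RPKM and from 748 ± 4.28 to 900 ± 25.1 RPKM on chromosome 8, log2 fold changes of 0.28 and 0.27 (SD, n = 2 for WT and n = 3 for KO throughout). These windows had 1 reference copy, but WT input covered those on chromosome 8 at 25.3 and 25.9 times the genome mean. Input rose there from 9.29 ± 2.91 to 13.2 ± 2.63 RPKM and from 9.51 ± 4.42 to 11.1 ± 6.18 RPKM (SD, n = 3), log2 ratios of 0.50 and 0.22. The adjusted p-values of the edgeR refit of IP were 1.49e-11, 3.66e-08 and 1.07e-07, and those for a difference between IP and input in edgeR were 0.237, 0.663 and 0.883.

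A cluster on chromosome 17 from 39843001 to 39848800 held 56 of the 249 hypomethylated windows. It overlaps Gm26917, Gm42418 and a gene annotated as ribosomal RNA. The 2 regions with the smallest adjusted p-values lay in it. Between 39843701 and 39846500 the signal fell from 269.5 ± 1.08 to 123.2 ± 3.57 RPKM, and between 39846601 and 39848800 from 236.6 ± 7.80 to 123.02 ± 5.21 RPKM, log2 fold changes of -1.13 and -0.95. The third region, in an intron of Npas3 on chromosome 12 from 53707201 to 53707800, fell from 344 ± 5.88 to 214 ± 7.35 RPKM, a log2 fold change of -0.69 (SD, n = 2 for WT and n = 3 for KO throughout). Its middle sequence had 14 reference copies. Input had log2 ratios of -0.34, 0.13 and -1.19 at these windows, the last at 2.28 times the genome mean, where WT input held 0.837 ± 0.889 RPKM and KO input 0.31 ± 0.537 RPKM (SD, n = 3). For the first, the unadjusted p-value of edgeR for a change in input was 0.00317 (adjusted 0.0885). In edgeR the adjusted p-values for a difference between IP and input were 1.68e-08, 1.75e-13 and 0.856.

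Input libraries of the same cells tested whether these differences were present before immunoprecipitation. The median log2 ratio of input was 0.02 ± 0.18 (SD, n = 3) at hypermethylated windows and -0.07 ± 0.07 (SD, n = 3) at hypomethylated windows. With reads pooled over windows it was 0.16 ± 0.17 at hypermethylated windows, where the pooled IP ratio was 0.35 ± 0.01. The pooled input ratio was -0.09 ± 0.05 at hypomethylated windows and -0.19 ± 0.06 at the 193 of them outside the chromosome 17 cluster. The pooled IP ratios there were -0.47 ± 0.01 and -0.44 ± 0.01. IP differed from input, at an adjusted p-value under 0.05 in the interaction test of edgeR, at 82 of 249 hypomethylated windows, at 26 of those 193, and at 2 of 58 hypermethylated windows. Of the hypomethylated windows 10 changed in input at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 33 at an unadjusted p-value under that level. Of the hypermethylated windows 0 changed, and 1 did at the unadjusted level. The 10 windows lay on chromosome 4 from 118547201 to 118548500, where pooled input had a log2 ratio of -0.37 ± 0.06 (SD, n = 3) and IP of -0.52 ± 0.03. Leaving out replicate 3 of WT input left 0 such windows. At the unadjusted level it left 35 of all 307 listed windows, against 34 with every library. Leaving out replicate 1, 2 or 3 of Pspc1-KO input left 8, 5 and 4, and leaving out replicate 1 or 2 of WT input left 6 each.

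In the chromosome 17 cluster, pooled input had a log2 ratio of -0.01 ± 0.06 and IP of -0.93 ± 0.04 (SD, n = 3), and IP differed from input at 56 of 56 windows in the interaction test of edgeR. The windows of this cluster neighbour each other and count as 1 locus. Input depth there had a median of 202 times the genome mean, although the median number of reference copies was 1. At the chromosome 4 windows input depth had a median of 464 times the mean. Over the list, 142 of 307 windows (46.3%) had input depth of at least 10 times the mean, as did 89 of the 178 windows with 1 reference copy (50%). Windows with 1 reference copy, such as many of the chromosome 17 cluster, were therefore probably not always single-copy in these cells. A limit of 10 times cannot say how many, since the genome mean was set and not measured. Input had a median of 12 reads over the WT libraries at hypomethylated windows and 5.5 at hypermethylated windows, which sets the precision of these ratios.

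**Figure D5:**
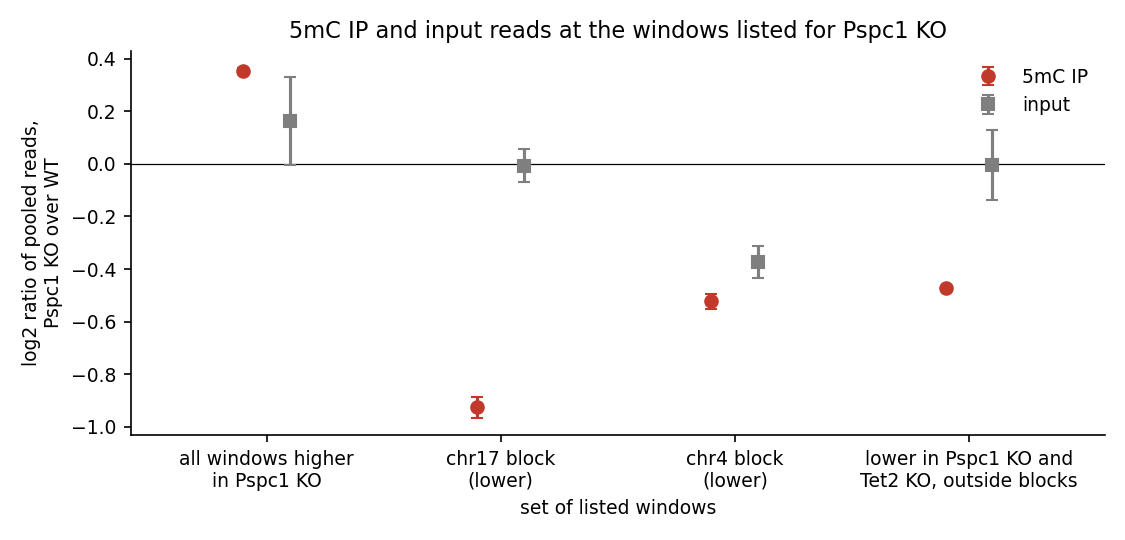
Log2 ratio of pooled reads, Pspc1 KO over WT, in the 5mC IP (circles) and in input (squares) for 4 sets of listed windows, with error bars for the SD over 3 KO replicates. In the chromosome 17 cluster input lies at -0.01 and IP at -0.93, whereas both lie below 0 at the chromosome 4 windows.

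Hypermethylated regions in Pspc1 KO had a median of 4 CpG sites per window and hypomethylated regions 6.5 (permutation p = 0.00247). Soft-masked regions did not differ between the directions (20% and 21.9%, odds ratio 0.891, Fisher's exact p = 1). Introns were more frequent among hypermethylated regions (50% and 19.2%, odds ratio 4.21, adjusted Fisher's exact p = 0.0128), but not past the threshold among single-copy regions (odds ratio 5.40, adjusted p = 0.0779). The direction of regions differed between sequences (chi-square 54.9, permutation p = 1e-05, the smallest possible).

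Overlaps between lists asked whether the perturbations changed the same windows. Tet2 KO and Pspc1 KO shared 171 windows, 55.7% of the Pspc1 list, against 0.815 expected for windows placed at random. Of these, 159 were lower in both, 7 were higher in both and 5 moved in opposite directions. The lists share no libraries. Of the windows of the Tet2 KO list, 380 lay within 1 kb of a window of the Pspc1 list. Placement at random is a weak reference, since it takes no account of depth or copy number. Unlisted windows were not available, so a preference of the lists for deeply covered or multi-copy windows could not be measured.

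Tet2 KO shared 22 windows with siNsun2 in WT, all higher in both. It shared 43 windows with siNsun2 in Tet2 KO, of which 32 were higher in Tet2 KO and lower with siNsun2, 10 were lower in both and 1 was higher in both. Each of these pairs shares its siNC libraries. In 30 simulated draws of an unchanged siNsun2 group against the same controls, 0 windows passed the threshold of the siNsun2 comparison, so the draws give no reference for the number of shared windows. For the direction, the windows of each simulated Tet2 KO list with the smallest p-values in the siNsun2 comparison were taken, as many as were shared in the data, a comparison added after the data were seen. For siNsun2 in Tet2 KO the direction was the same at 34.5% of these on average (25.6% to 48.8%), a range that includes the observed 25.6%. For siNsun2 in WT it was the same at 64.5% on average (50% to 86.4%), against 100% observed. The shared windows passed a stricter threshold than the simulated ones, and neighbouring windows are not independent.

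The lists of siNsun2 in WT and in Tet2 KO shared 2 windows, both on chromosome 11 and of opposite direction. Pspc1 KO shared 2 windows with siNsun2 in WT, of opposite direction, and 7 with siNsun2 in Tet2 KO, of which 5 were lower in both.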

Values the study reported

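The study defined differentially methylated regions by an adjusted P value of less than 0.1 in MEDIPS, with a minimum row sum of 10. It reported an approximately 70% decrease in the m5C of chromatin-associated RNA after Nsun2 depletion and stated that DNA 5mC levels were not affected. For Pspc1 KO it reported no significant change of DNA 5mC levels by mass spectrometry. Such levels are another measure than the MeDIP signal of single windows listed above. It described both hyper- and hypomethylated regions in Tet2-KO mES cells, with repeat loci enriched in the hypomethylated regions.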

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

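The tests of multi-copy sequence and of the authors' scaling were chosen only after the result was seen.

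The siNsun2 effect had opposite directions in WT and in Tet2 KO at both windows that the 2 siNsun2 lists share, on chromosome 11 from 3193001 to 3193100 and from 3193101 to 3193200. In WT the log2 fold changes were 0.45 and 0.42, and in Tet2 KO they were -0.67 and -0.59. The difference, Tet2 KO minus WT, was -1.12 at the first window and -1.01 at the second, and leaving out each library in turn gave from -1.16 to -1.06 and from -1.07 to -0.96. Exchanging siNsun2 and siNC labels within each genotype gave a difference as large in 2 of 400 relabelings (exact permutation p = 0.005, the smallest possible). With near-identical replicates counted as 1 sample it was 1 of 60 (exact permutation p = 0.0167, the smallest possible). The 2 windows were selected for a change in both lists and adjoin each other, so these p-values overstate the evidence and count as 1 locus.

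The tables argue against 1 of 2 technical explanations. The authors' own log2 fold changes, which use another scaling, gave differences of -1.04 and -0.93, so the scaling of the libraries did not produce the opposite directions. High Tet2-KO siNC libraries cannot be excluded. Tet2-KO siNsun2 was below WT siNC, with log2 ratios of -0.45 ± 0.10 and -0.38 ± 0.11, while Tet2-KO siNC was above it by 0.23 and 0.21. Tet2-KO siNsun2 and WT siNC differ in both genotype and siRNA, however. A lower level in Tet2-KO cells without an effect of siNsun2 could give the same ratios.

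Multi-copy sequence is an explanation that stays open. The windows have 1 reference copy, but input libraries of WT cells covered them at 48.8 and 83.6 times the genome mean, which is consistent with many copies collapsed onto this position. The signal may therefore be a sum over copies elsewhere in the genome, and the overlapping genes Sfi1 and Drg1 are not shown to be affected. A difference between genotypes in the response to NSUN2 depletion also stays open and was not tested separately. No siNsun2 input libraries were analysed here.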

How the results depend on the processing

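Restriction to single-copy sequence, removal of chromosome Y or of the mitochondrial genome, averaging or summing of near-identical replicates and bounds at the floor were chosen after seeing the data. Of 349 alternative values, 251 kept their direction, side of the threshold and size, 83 moved, 10 lost significance, 1 gained it and 4 changed direction. Of the 102 that left out 1 replicate, 26 moved and 1 changed direction.

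Merging neighbouring windows gave 900 hypermethylated and 3982 hypomethylated regions in Tet2 KO, 18 for siNsun2 in WT, 29 and 88 for siNsun2 in Tet2 KO, and 30 and 79 in Pspc1 KO, since a region holds several windows. Keeping single-copy windows left 977 and 2887 in Tet2 KO, 3 for siNsun2 in WT, 47 and 52 for siNsun2 in Tet2 KO, and 136 hypomethylated windows in Pspc1 KO. At an adjusted p-value under 0.01 in the authors' deposited table, 15 windows were left for siNsun2 in WT, 96 hypomethylated windows for siNsun2 in Tet2 KO and 33 hypermethylated windows in Pspc1 KO.

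In the refit, TMM factors gave 6159 hypomethylated windows in Tet2 KO, 2 for siNsun2 in WT, 84 hypomethylated for siNsun2 in Tet2 KO, and 96 hypermethylated and 108 hypomethylated in Pspc1 KO. DESeq2 with its own size factors gave 5124, 2, 17, and 97 and 69. Both centre on windows chosen for differing, so a list that leans to one side is pushed towards the other by construction. Under TMM the share of hypomethylated calls fell in Tet2 KO, with 3522 hypermethylated calls, and 79 were hypermethylated for siNsun2 in Tet2 KO. DESeq2 with the recovered totals, the edgeR exact test, a minimum of 30 reads and an adjusted p-value under 0.1 left the refit counts within 1.5 times of those reported in all 4 comparisons.

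Median log2 fold changes in Tet2 KO, hypermethylated then hypomethylated, were 2.27 and -2.99 with a pseudocount of 0.01, 2.06 and -2.55 with a pseudocount of 1, 2.28 and -2.91 from the authors' own log2 fold changes, and 2.22 and -2.90 with at least 30 reads. They were 3.07 and -2.82 in single-copy windows and 2.06 and -2.26 with floor windows at their bound. The hypomethylated median was -2.59 without chromosome Y and -2.98 with near-identical replicates averaged. The authors' own values gave 0.22 for siNsun2 in WT, and 1.19 and -0.64 for siNsun2 in Tet2 KO, where the hypomethylated single-copy median was -0.94. In Pspc1 KO the single-copy medians were 0.80 and -0.73, and the hypomethylated median was -0.65 with a pseudocount of 1 and -0.65 with near-identical replicates averaged.

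Among single-copy regions the CpG difference in Tet2 KO was 0 (permutation p = 1), and the odds ratios near transcription starts and in exons were 1.28 and 1.39 (adjusted p = 0.173 for both). By Fisher's exact test they were, for siNsun2 in Tet2 KO, 0 for repeats (p = 1), 0.846 for introns (adjusted p = 1) and 0 outside genes (adjusted p = 0.0983). Without the mitochondrial genome they were 7.40 near starts (adjusted p = 0.0189, with 5 of 6 such regions matching it), 0.874 for introns (adjusted p = 1) and 0.177 outside genes (adjusted p = 0.189), by Fisher's exact test, and the chi-square of direction by sequence was 24.4 (permutation p = 0.232), since mitochondrial regions all rose. Among single-copy regions of Pspc1 KO the odds ratio for introns was 5.40 (adjusted Fisher's exact p = 0.0779). These sets are smaller, and the odds ratio near starts and in exons of Tet2 KO and in introns of siNsun2 also lay closer to 1. For Pspc1 KO the repeat odds ratio, 0.891 as reported, was 1.02 with at least 80% soft-masked bases and 1.09 over single windows (Fisher's exact p = 1 and p = 0.837), the odds ratio outside genes was 0.473 at an adjusted p-value under 0.01 in the list (adjusted p = 0.495), and that near starts was 0.340 within 5 kb (adjusted p = 0.0349). The cause was not tested.

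Windows of the Tet2 KO list within 1 kb of another list numbered 66 for siNsun2 in WT, 119 for siNsun2 in Tet2 KO and 380 for Pspc1 KO, and 5 windows of siNsun2 in WT lay as near to Pspc1 KO. These count windows of the first list, so they can exceed the size of the second. At an adjusted p-value under 0.01 in both lists the identical windows were 11 and 23 for Tet2 KO with siNsun2 in WT and in Tet2 KO, 1 for the 2 siNsun2 lists, and 1 and 4 for Pspc1 KO with siNsun2 in WT and in Tet2 KO, because fewer windows enter.

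Across the 6 fits that each left out 1 replicate, the refit gave 2414 and 11865 windows in Tet2 KO, 79 and 165 for siNsun2 in Tet2 KO and 58 and 249 in Pspc1 KO in every fit, and from 28 to 31 for siNsun2 in WT. Medians ranged from 2.23 to 2.27 and from -2.99 to -2.89 in Tet2 KO, from 0.12 to 0.16 for siNsun2 in WT, from 1.01 to 1.06 and from -0.82 to -0.78 for siNsun2 in Tet2 KO, and from 0.67 to 0.73 and from -0.67 to -0.64 in Pspc1 KO. The input median at Pspc1 KO windows ranged from -0.10 to 0.28 at hypermethylated windows, with -0.10 without replicate 2 of Pspc1-KO input, and from -0.10 to -0.03 at hypomethylated windows. The number of windows with changed input ranged from 0, without replicate 3 of WT input, to 8. Input at a median of 5.5 reads limits the hypermethylated ratios.

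With the replicate number as a block, the refit gave 2414 and 11865 windows in Tet2 KO, 31 for siNsun2 in WT, 79 and 165 for siNsun2 in Tet2 KO and 58 and 249 in Pspc1 KO. Pairing the replicates thus changed no call. The windows were selected at a stricter threshold and were all called without the block, so these counts could hardly show an effect of pairing.

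For each of the 4 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many windows past the threshold. A share of 0.1 is the smallest that 3 against 3 libraries allow, and the windows were selected on the real split.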

Other observations

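The tests of the 2 explanations for chromosome Y, of copy number at the chromosome 17, chromosome 4 and chromosome 13 windows and at those of other chromosomes with low input, of multi-copy sequence in the shared windows, of a single mitochondrial change, of low WT siNC libraries and of the long runs of direction were chosen only after the result was seen. All the patterns were noticed in the same data they were tested on, so what follows are hypotheses.

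The low signal of Tet2-KO cells on chromosome Y could come from a line in which most cells lack that chromosome. Whether such a line lost it or never carried it cannot be told from these data, and the sex and strain of the line were not checked. Single-copy windows of chromosome Y held 2.97% of the WT signal, against 28.0% at autosomal windows selected in the same way. The reads left may come from related sequence on other chromosomes, since 6.03% of the WT signal was left at windows with copies elsewhere and 2.11% at windows whose copies were on chromosome Y alone. Loss of 5mC with the DNA kept cannot be told apart from absence of the chromosome. Although 68.7% of the windows had 0 reads in all KO libraries, the lists hold no unmethylated window to show the background of the antibody, and no input of the Tet2-KO line was analysed here. If the chromosome is absent, 21.1% of the hypomethylated windows would not reflect a change in DNA methylation.

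Regions of one direction in Tet2 KO lay in long runs along chromosomes. Between 30 and 40 Mb of chromosome 15, 116 of 141 listed windows were hypermethylated, whereas between 20 and 30 Mb of chromosome 12, 527 of 539 were hypomethylated. Among neighbouring single-copy regions from 100 to 2000 kb apart on the autosomes and X, 70.7% had the same direction, against 64.3% after permutation of directions within chromosomes (p = 0.00044). Over all regions it was 76.9% against 70.4% (permutation p = 1e-05, the smallest possible). Whether a missing chromosome copy contributed cannot be decided from the size of the change on chromosome 1. Single-copy hypomethylated windows there had a median log2 fold change of -2.44 with floor windows at their bound. Loss of 1 of 2 copies would give -1. The windows were listed for large changes, however, which inflates their median. Blocks of another genetic background in one of the lines cannot be told apart from regional changes in methylation, since the files hold no genotypes. The runs are a reason to compare the 2 lines for background before windows are attributed to TET2.

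The windows shared by Tet2 KO and Pspc1 KO, which come from separate libraries, were mostly lower in both. The WT libraries of both experiments carry the label Tet2WT, so they may come from the same WT line. A feature of that line could then not be told apart from a change in both KO lines. The tables argue against copy number of the Pspc1-KO line as the cause in the chromosome 17 cluster, where 50 shared windows had a pooled input log2 ratio of -0.014 ± 0.069 and an IP ratio of -0.93 ± 0.04 (SD, n = 3), and IP differed from input at 50 of 50. These 50 of the 171 shared windows neighbour each other and count as 1 locus. In 103 shared windows outside that cluster and the chromosome 4 windows, the input ratio was -0.0039 ± 0.13 and the IP ratio -0.47 ± 0.01, which argues against a copy-number change common to the set but not at each window. IP differed from input at 17 of the 103 after adjustment, the median was 4 WT input reads per window, and 22 deep windows held 87.3% of the WT input reads. Input was -0.02 ± 0.15 at these 22 and 0.10 ± 0.23 at the other 81, against -0.37 ± 0.02 and -0.56 ± 0.02 in IP. At the 16 windows of this set on chromosome 13 input fell as IP did, with log2 ratios of -0.63 ± 0.35 and -0.38 ± 0.02, and IP differed from input at 0 of 16 (0 also before adjustment). The same held for 10 windows of this set on chromosomes 2, 4 and 7, with -0.63 ± 0.47 in input and -0.53 ± 0.05 in IP, where IP differed from input at 0 of 10 (1 before adjustment). These 2 groups were looked at because their input was low, and with 226 and 136 WT input reads a copy-number difference and a change in 5mC cannot be told apart there. At the 10 chromosome 4 windows, which are all in the Tet2 KO list with a median of -1.07, input fell too, with a log2 ratio of -0.37 against -0.52 in IP. IP differed from input at 0 of these 10 windows after adjustment and at 1 before it, so a copy-number difference and a change in 5mC cannot be told apart there at this depth. The change of input itself rests on replicate 3 of WT input, without which 0 windows passed (before adjustment 35 of 307, against 34 with every library). Whether shared windows are set apart by multi-copy sequence also stays open. Input depth was at least 10 times the genome mean at 83 of 171 shared windows (48.5%) and 59 of 136 others (43.4%), an odds ratio of 1.23 (Fisher's exact p = 0.420). A multi-copy family that is methylated differently in both KO lines, through the shared perturbation or through culture, remains untested.

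The mitochondrial windows that rose with siNsun2 in Tet2 KO did not rise by a single factor. Reads of siNsun2 against siNC varied over the 58 windows with a chi-square per degree of freedom of 5.78 (p = 5.35e-40), whereas replicates within the groups gave 0.898 and 0.968. More mitochondrial DNA alone would raise all windows alike only if none collected reads from nuclear copies of mitochondrial sequence. The window with the smallest adjusted p-value had 2 reference copies, and windows without nuclear copies were not tested apart. More mitochondrial DNA as the whole cause can therefore not be excluded. Carry-over of RNA was not tested, and no input for these groups was analysed here. The 11 windows on chromosome 1 that rose alongside, by a median log2 of 1.17, are likely reads of mitochondrial DNA, since 96.8% of their sequence occurs in the mitochondrial genome.

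The 22 windows higher than WT siNC both with siNsun2 and in Tet2 KO share their control libraries. Tet2-KO siNC was above WT siNsun2 by a median log2 of 0.18 ± 0.02 (SD over 3 KO libraries), and at 22 of 22 windows. Low WT siNC libraries were thus not the whole cause of the rise in Tet2 KO, unless siNsun2 itself lowered the WT signal, which was not tested. For the smaller rise with siNsun2, a median log2 of 0.14, low WT siNC libraries and an effect of siNsun2 cannot be told apart, because both comparisons use the same WT siNC libraries. More of the windows that rose with siNsun2 in WT had several reference copies than in the Tet2 KO list (86.4% and 72.8%, odds ratio 2.37), but with 22 windows (Fisher's exact p = 0.229) a role of multi-copy sequence cannot be told apart from chance.

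In the Tet2 KO list, replicates 2 and 3 of both siNC groups were closer to each other than to replicate 1. At the 31 windows listed for siNsun2 in WT this did not hold for WT siNC, where the chi-square per degree of freedom was 1.28 for replicates 2 and 3 and 1.19 for replicates 1 and 2. Selection of windows with little spread was examined as a cause. In 20 simulated lists selected by the same test, the chi-square per degree of freedom between WT siNC replicates 2 and 3 averaged 1.24 (1.19 to 1.30). The value in the data was 0.953. The simulated value for Tet2-KO siNC was 1.26, against 0.958. The simulation rests on 1 assumed dispersion per group (0.00241 for WT siNC and 0.00144 for Tet2-KO siNC). In the list for siNsun2 in Tet2 KO, every pair of Tet2-KO siNsun2 was also below 0.953 (0.826, 0.830 and 0.806). Selection as a cause therefore stays open. No biological explanation was tested.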
